# Functional Characterization of Aluminum (Al)-Responsive Membrane-Bound NAC Transcription Factors in Soybean Roots

**DOI:** 10.3390/ijms222312854

**Published:** 2021-11-27

**Authors:** Yan Lin, Guoxuan Liu, Yingbing Xue, Xueqiong Guo, Jikai Luo, Yaoliang Pan, Kang Chen, Jiang Tian, Cuiyue Liang

**Keywords:** aluminum resistance, soybean, NTLs, arabidopsis, RNA-seq assay

## Abstract

The membrane-bound NAC transcription (NTL) factors have been demonstrated to participate in the regulation of plant development and the responses to multiple environmental stresses. This study is aimed to functionally characterize soybean NTL transcription factors in response to Al-toxicity, which is largely uncharacterized. The qRT-PCR assays in the present study found that thirteen out of fifteen *GmNTL* genes in the soybean genome were up-regulated by Al toxicity. However, among the Al-up-regulated *GmNTL*s selected from six duplicate gene pairs, only overexpressing *GmNTL1*, *GmNTL4*, and *GmNTL10* could confer Arabidopsis Al resistance. Further comprehensive functional characterization of *GmNTL4* showed that the expression of this gene in response to Al stress depended on root tissues, as well as the Al concentration and period of Al treatment. Overexpression of *GmNTL4* conferred Al tolerance of transgenic Arabidopsis in long-term (48 and 72 h) Al treatments. Moreover, RNA-seq assay identified 517 DEGs regulated by GmNTL4 in Arabidopsis responsive to Al stress, which included *MATE*s, *ALMT*s, *PME*s, and *XTH*s. These results suggest that the function of *GmNTL*s in Al responses is divergent, and *GmNTL4* might confer Al resistance partially by regulating the expression of genes involved in organic acid efflux and cell wall modification.

## 1. Introduction

In soils with pH values below 5.0, Aluminum (Al) is solubilized as highly phytotoxic Al^3+^, which is able to interact with various cell components, leading to the disruption of signal transduction, the plasma membrane, the cytoskeleton, and DNA in the nuclei [1]. The damages in root tips ultimately inhibit root growth, along with the uptake of water and nutrients, and result in the loss of crop yield [2]. Since approximately 30% of the world’s total land area and over 50% of the world’s potentially arable lands are acidic, Al toxicity is considered a major limiting factor for crop production worldwide [2,3].

Plants have evolved diverse Al resistance mechanisms, which could be divided into two distinct categories. One is Al^3+^ exclusion from the root apex, while the other allows plants to tolerate internal Al^3+^ in the symplast [3]. The Al^3+^ exclusion mechanism is mediated mainly by the exudation of Al-chelating organic acids from root tips, which form stable chelating complexes with Al^3+^ in the rhizosphere and prevent its uptake into root cells. For instance, in Arabidopsis (*Arabidopsis thaliana*), the Al-responded accumulation of AtALMT1 (Al-activated Malate Transporter) and AtMATE (Multidrug and Toxic Compound Extrusion) transporters enhance the secretion of malate and citrate, limiting the Al^3+^ uptake and conferring plant Al resistance [4,5,6]. While the organic acids exudates from roots prevent Al up-taking into the root symplast, the cell walls also compete with the organic acids for Al binding sites [7]. The cell wall acts as the first biological interface in contact with Al. The binding of Al in the cell wall impairs the function of both apoplastic and symplastic [2]. Thus, plants involve a serial of cell wall modifications to reduce the Al bindings. For instance, under Al toxicity conditions, the expressions of four Arabidopsis xyloglucan endotransglucosylase/hydrolase (XTH) genes, including *XTH14*, *15*, *17*, and *31*, were significantly down-regulated [8,9]. Among them, the lost function of both *XTH17*and *XTH31* reduced the accumulation of cell wall xyloglucan and the Al binding capacity in Arabidopsis, suggesting that *XTHs* play important roles in Al resistance [9,10]. Pectins are another group of complex polysaccharides being targeted by Al [11]. The methylation degree of pectin, which is controlled by the activity of pectin methylesterase (PME) enzymes (EC 3.1.1.11), showed a negative correlation with the amount of Al binding to the pectin matrix [7,12,13]. Increasing experimental results have provided evidence that the PME-mediated pectin demethylation intensifies Al accumulation and Al-induced inhibition of root elongation [14,15,16]. Therefore, understanding the molecular regulatory pathways of the genes involved in organic acid exudation, as well as modification of cell wall components (e.g., pectin and hemicellulose), would largely expand the understanding of plant Al tolerance mechanisms.

The mechanisms underlying Al tolerance are regulated by a range of transcription factors, such as those belonging to *STOP1*, *WRKY*, *MADS*, and *NAC* super-families [17,18,19,20,21,22]. Among them, the NAC supper-family has been specifically identified in plants; proximately, 110 *NAC* genes in the model Arabidopsis, 150 in rice, and 180 in the soybean genome [23,24]. The NAC transcription factors have been reported to involve plant Al responses. For example, the expression of 25 rice *OsNAC* genes were significantly regulated by Al treatment, some of which were also responsive to other environmental stresses [25,26]. The results suggested that characterization of the NAC transcription factors would be an effective tool for the development of broad-spectrum stress-tolerant crop plants [25,27]. In the NAC super-family, there is a subfamily called “membrane-bound NAC transcription factors” (NTLs) [27]. In the Arabidopsis genome, there are 13 *NTL* genes, which are dispersed in the I, IV, and VII sub-group of NAC super-family [28]. NTL proteins contain a conserved NAC domain in the N-terminal region as other NAC members, and they also have a distinguishing C-terminal transmembrane (TM) motif in their C-terminal region. It has been suggested that the NTL proteins are released from the membranes by proteolytic cleavage and subsequently transported into the nucleus to regulate the downstream genes in response to the specific developmental or environmental cues [29,30,31,32,33,34,35,36,37,38,39,40,41,42,43,44,45]. Since the first *NTL* gene (*NTM1*), which mediated cytokinin signaling during cell division, was found in Arabidopsis in 2006 [32], the biological functions of NTL homologs have been studied in a variety of plants. It has demonstrated that *NTL7* (i.e., RAO2/ANAC017) was indispensable for oxidative stress [35]. Unlike NTL7, NTL8 was shown to negatively regulate seed germination in response to salt stress [36]. In addition to salt and oxidative stress, other factors such as heat, high-light, osmotic, and drought stress were also reported affecting NTLs activities, which functioned in regulating leaf development and senescence, flavonoid biosynthesis, and flowering [37,38,39,40,41,42,43,44]. Besides abiotic stress, *SlNACMTF3* and *SlNACMTF 8* from the tomato (*Solanum lycopersicum*) *NTL* family were shown to participate in biotic stress response [45]. These findings suggest that different *NTL* members have very diverse functions. However, little is known about whether NTLs are also involved in plant responses to Al toxicity.

Soybean (*Glycine max*) is an important crop providing proteins and oils worldwide. However, Al toxicity strongly limits soybean production in tropic and subtropic areas. In soybean, although several genes, including the organic acid transporter genes (e.g., *GmALMT1* and *GmMATE*s), the glycine-rich protein-like gene (e.g., *GmGRPL*) and the IRON REGULATED/ferroportin family gene (e.g., *GmIREG3*) have been found conferring Al toxicity [46], the gene resources involved in soybean Al tolerance remain to be expanded. A previous comparative transcriptome analysis provided preliminary clues that the expression of some soybean *NTL* genes is significantly up-regulated by Al toxicity [47]. In the soybean genome, there is a total of 15 *GmNTL* members, which are divergent at the transcriptional, posttranscriptional, and protein levels [48]. Among these 15 *GmNTL*s, only *GmNTL1* and *GmNTL11* have been functionally characterized as being involved in plant H_2_O_2_ resistance [48]. Therefore, to explore the possible role of *GmNTLs* in Al tolerance, the present study first performed quantitative reverse-transcription PCR (qRT-PCR) to investigate the Al-responsive expression pattern of all 15 *GmNTL*s in soybean root tips. Furthermore, six Al-up-regulated *GmNTL*s from six duplicate gene pairs were overexpressed in Arabidopsis to compare their function in Al resistance. The regulatory mechanism of *GmNTL4* in Al tolerance was further analyzed by RNA-seq. Our results suggest that soybean *GmNTL* members have a divergent function in Al tolerance, and GmNTL4 might confer Al resistance partially by regulating genes that are involved in organic acid efflux and cell wall modification.

## 2. Results

### 2.1. Expression Profiles of GmNTLs Regulated by Al Toxicity

A total of 15 GmNTL members were identified in the soybean genome and named GmNTL1-GmNTL15 according to their positions on chromosomes (Table S1, [48]). The predicted molecular weight of the GmNTL proteins ranged from 5.0 kDa to 7.7 kDa, and the predicted isoelectric point of most GmNTLs members ranged from 4.5 to 6.0, except for GmNTL9 and GmNTL10, which were higher than 7.0 (Table S1). Phylogenetic tree analysis classified these 15 GmNTLs into four subgroups and formed seven duplicate gene pairs. The subgroup I included GmNTL2/12 and GmNTL8/13, while subgroup II contained GmNTL6/15 and GmNTL7/14. The other five members, including duplicate pairs GmNTL1/11 and GmNTL3/4, as well as GmNTL5, belonged to subgroup III, while GmNTL9/10 alone was in subgroup IV (Figure 1A).

To determine the regulation of GmNTLs in response to Al toxicity on soybean root tips, three-day-old soybean seedlings were treated with Al for 48 h, when the primary root growth was significantly inhibited by Al treatment (Figure 1B). The 0–2 cm root tips were subsequently harvested and used for qRT-PCR to examine the expression levels of GmNTLs. Results showed that except for GmNTL9 and GmNTL13, the transcription levels of the other GmNTLs genes in soybean root tips were up-regulated in different degrees by Al toxicity, ranging 1.5–9 fold higher than the control. For instance, the expression level of GmNTL11, GmNTL4, and GmNTL15 were increased by about 1.5, 2, and 9 times compared to the control (Figure 1C).

### 2.2. Subcellular Localization of GmNTLs

To ascertain the function of GmNTLs as transcriptional factors, five GmNTLs members, including GmNTL1, GmNTL2, GmNTL4, GmNTL7, and GmNTL10, were selected for subcellular localization analysis by transiently expressed in tobacco (*Nicotiana benthamiana*) leaves. The fluorescence of GFP-GmNTLs was observed at 48 h after transformation. Results showed that in the tobacco leaf epidermic cells, the green fluorescence derived from most of the GFP-GmNTLs, except for GmNTL10, were found clearly in both the nucleus and the cell periphery, which merged well with the red fluorescence derived from AtPIP2A-mCherry for the indication of the plasma membrane. While the green fluorescence derived from GFP-GmNTL10 was found in the plasma membrane, nucleus, and cytoplasm (Figure 2). Moreover, at 72 h after transformation, the green fluorescence of GFP-GmNTL4 was only observed in the nucleus (Supplementary Figure S1). This result suggested that the selected GmNTLs were able to localize in both membrane and nucleus, and the localization of GmNTLs is changeable and dependent on environmental stimuli.

### 2.3. Functional Analysis of GmNTLs in Response to Al Toxicity

Six genes, including *GmNTL1*, *GmNTL2*, *GmNTL4*, *GmNTL7*, *GmNTL8*, and *GmNTL10* from six duplicate gene pairs, were selected for functional characterization by overexpressing in Arabidopsis. It showed that though the expression of these *GmNTL*s were all up-regulated by Al in soybean root tips, not all of them were able to confer the Al tolerance in Arabidopsis. Among them, only overexpression of *GmNTL1*, *GmNTL4*, and *GmNTL10* significantly increased the Arabidopsis root elongation in response to Al toxicity (Figure 3). The root elongation of two *GmNTL4*-overexpressing lines were about 1.54 and 1.60 folds (*p* < 0.001) higher than that of the wild type, respectively. While root elongation of the *GmNTL1* and *GmNTL10* overexpressing lines were about 1.46–1.78 and 1.20–1.36 fold higher than in the wild type, respectively (Figure 3).

### 2.4. Functional Characterization of GmNTL4 in Response to Al Toxicity

Based on the results, *GmNTL4* was chosen for further functional characterization. The expression pattern of *GmNTL4* was examined in different root segments in response to various Al treatments. It showed that under both low (25 μM) and moderate (50 μM) Al concentrations, the expression of *GmNTL4* in 0–2 cm root tips was increased with the Al-treatment time prolonging. For example, the expression level of *GmNTL4* under 50 μM Al condition was 1.8, 6.9, and 21.1 fold higher than the control (0 μM Al) at 24, 48, and 72 h after Al treatment. Whereas, the expression of *GmNTL4* under high Al concentration (100 μM) remained at almost the same level after it was enhanced by 24 h of Al treatment (Figure 4A). In addition, *GmNTL4* in different root segments responded differentially to Al toxicity. Compared to the control (0 μM Al), the expression of *GmNTL4* under Al treatment was 4.9 and 2.9 fold higher in 0–2 and 2–4 cm root fragments, respectively. However, in the >4 cm root segment, no significant difference was observed in the *GmNTL4* expression between control and Al treatment (Figure 4B). These results suggested that the expression of *GmNTL4* in response to Al stress depends on root tissues, as well as the Al concentration and period of Al treatment.

Furthermore, the function of *GmNTL4* in Al tolerance was examined, crossing a wide time frame from 24 to 72 h. Results showed that under short-term Al treatment (24 h), no significant differences in root elongation between wild-type plants and *GmNTL4-*overexpressing plants were observed (Figure 4C). However, under prolonging Al treatment (48 and 72 h), *GmNTL4*-overexpressing plants showed higher Al-resistance than wild-type plants, as indicated by the higher primary root elongation of *GmNTL4*-overexpressing lines. For instance, the root elongation of the *GmNTL4*-overexpression lines OX1 and OX2 was 1.56 and 1.68 folds higher than that of the wild type at 72 h after Al treatment, respectively (Figure 4C).

### 2.5. Gene Expression Profiles Affected by GmNTL4 Overexpression in Arabidopsis in Response to Al-Toxicity

The finding that GmNTL4 confers Arabidopsis Al tolerance prompted us to investigate how GmNTL4 regulates downstream genes expression. 

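RNA-seq libraries of roots were analysed for 4 groups of seedlings, wild type (WT) and *GmNTL4*-overexpressing plants (OX), each without Al (control) and with 5 µM Al, with 3 libraries per group and 12 in all. The methods give 48 h of Al treatment, while the sample labels give 24 h for the same libraries. The methods describe the Al-treated seedlings, and the libraries without Al are known from their labels. The authors aligned the reads to the TAIR10 genome with HISAT2, counted them per gene with HTSeq and converted the counts to FPKM (fragments per kilobase of transcript, scaled to the total of each library). The table holds 25872 genes, of which 25579 identifiers matched a locus of the TAIR10.1 annotation, the source of the gene symbols used here. Once the values of each library were divided by a factor for that library, the values of each gene were whole multiples of a step, so the fragments behind them could be read back for 100% of the genes, up to a common factor per gene. These fragments added up to 16162941 to 17136217 per library. The median was 16978333 in WT control (range 16665560 to 17086227), 16571685 in OX control (16162941 to 17136217), 16795699 in WT Al (16792615 to 16807682) and 16523233 in OX Al roots (16238591 to 16593707). The ranges of WT and OX libraries did not overlap under Al, and those of the control libraries did. Expression was compared on the log2(FPKM + 0.5) scale, on which the fold changes of genes with low FPKM are understated. The 20773 genes with at least 0.5 FPKM in at least 3 libraries were tested with limma in one fit of all 12 libraries, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, the limits given in the methods. In data simulated with the depth of these libraries and at least their estimated spread, the test recovered 180 of 199 genes changed by 2 on the log2 scale (90.5%), with 7 false calls. The changed genes had a mean of at least 20 fragments, so this share does not cover genes with fewer, which Fig. 5C includes. Changes smaller than 2 were not simulated, so the share recovered near the limit of 1 was not measured. Every gene of Fig. 5C had a log2 fold change under 2 in size on this scale, the largest being 1.59. Without any simulated change, it made 0 calls among 20747 genes, of which 1030 had an unadjusted p under 0.05. The expression of the *GmNTL4* transgene itself was not analysed here.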

The roots of *GmNTL4*-overexpression and wide-type plants were freshly harvested for RNA-seq analysis. 

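In OX compared with WT roots under Al, 6 genes were called higher and 2 lower (limma, Benjamini-Hochberg over 20773 genes). In each of these 8 genes, every OX library lay on one side of every WT library. Of the 8, 5 were also called in control roots in the same direction, AT2G01422, *QQS* and *MEE65* among them. In control roots *HEI10* was lower in every OX than in every WT library as well, without a call (log2 fold change -1.32, adjusted p = 0.0704, limma). An unadjusted p under 0.05 was found for 2248 genes, against 1039 by chance, and 4061 genes (19.5%) had no overlap between the 3 OX and the 3 WT libraries, against 10% by chance. The largest rise was in AT2G01422, from 0.299 ± 0.224 FPKM in WT to 10.0 ± 1.54 FPKM in OX roots (SD, n = 3, log2 fold change 3.75, SE 0.25, adjusted p = 0.000216, limma), and this call held with each of the 6 libraries left out in turn. The next was *QQS* (AT3G30720), with 1.85 ± 0.428 FPKM in WT and 17.9 ± 1.41 FPKM in OX roots (SD, n = 3, log2 fold change 2.99, SE 0.37, adjusted p = 0.0223, limma). *HEI10* (AT1G53490) fell from 8.30 ± 1.92 FPKM in WT to 2.72 ± 0.378 FPKM in OX roots (SD, n = 3, log2 fold change -1.44, SE 0.20, adjusted p = 0.0409, limma). The calls of *QQS* and *HEI10* rest on all 6 libraries: with any 1 of them left out, the adjusted p was 0.0535 to 0.153 for *QQS* and 0.0544 to 0.278 for *HEI10*. *MEE65* (AT2G01280) had 1.74 ± 0.375 FPKM in WT roots (SD, n = 3), while each OX library held at most 3 fragments, so it was at least 22.3-fold lower in OX (adjusted p = 0.00523, limma, every OX library below every WT library). Its adjusted p was 0.0192 to 0.0586 across the 6 fits that each left out 1 library, and the call was lost without OX Al replicate 2 (the highest of these) or replicate 3. Across these fits, 1 to 6 genes were called higher and 0 to 3 lower, the fewest, 1 and 0, without OX Al replicate 2 or 3. The alternative that moved the counts most, a test of the fragments summed over replicates that takes no account of the variation between them, gave 313 higher and 506 lower genes with the same filter and 433 and 754 without a filter, and was chosen after the data had been seen.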

The result showed that under Al conditions, 213 and 304 genes were up- or down-regulated in the *GmNTL4*-overexpressing plants, respectively (Figure 5A). 

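Members of 7 pathways shown in Fig. 5B or named in the text were listed by hand, and each list was tested with camera, a competitive gene set test, at a preset inter-gene correlation of 0.01. Adjusted p-values are by the Benjamini-Hochberg method over these and 2 other gene sets. Of the photosynthesis genes, 33 of 34 were tested, and all 33 were lower in OX than in WT roots under Al, with a median log2 fold change of -0.80 (adjusted p = 1.23e-05, camera in limma). The 17 antenna protein genes tested had a median of -1.08, with 16 of them lower (adjusted p = 0.00296, camera). The 19 carbon fixation genes, of which 11 are also in another list, were all lower, with a median of -0.98 (adjusted p = 9.12e-05, camera). For glyoxylate and dicarboxylate metabolism the median of 21 genes was -0.64, with 19 lower (adjusted p = 0.000961, camera). The pentose phosphate pathway had a median of -0.24 over 18 genes, 15 of them lower (adjusted p = 0.0127, camera). Zeatin biosynthesis had a median of -0.32 over 17 genes, 12 of them lower (adjusted p = 0.0250, camera), and passed the limit in 3 of the 6 fits that each left out 1 library. Nitrogen metabolism did not pass it, with a median of -0.15 over 18 genes, 10 of them lower (adjusted p = 0.293, camera). None of the 6 camera calls held under fry, which takes the correlation between genes from the libraries (adjusted p from 0.228 to 0.298), and no gene of these lists was called in its own test. The WT libraries differed among themselves: the mean log2(FPKM + 0.5) of the photosynthesis genes was 1.87, 4.00 and 3.84 in WT Al replicates 1, 2 and 3, against 2.37, 2.57 and 2.33 in OX Al replicates. Without WT Al replicate 2, photosynthesis had a median of -0.44 (adjusted p = 0.123), antenna proteins a median of -0.45 (adjusted p = 0.422) and glyoxylate and dicarboxylate metabolism a median of -0.42 (adjusted p = 0.129), all by camera in limma. Without WT Al replicate 3, the pentose phosphate pathway had a median of -0.14 (adjusted p = 0.163) and zeatin biosynthesis a median of -0.07 (adjusted p = 0.163). Over the 6 fits, the adjusted p ranged from 2.44e-24 to 0.123 for photosynthesis, 3.07e-12 to 0.422 for antenna proteins, 5.48e-12 to 0.129 for glyoxylate, 0.000206 to 0.163 for the pentose phosphate pathway and 0.00638 to 0.169 for zeatin. Carbon fixation stayed past the limit in each of the 6 fits, with a median of -0.43 (adjusted p = 0.0307) without WT Al replicate 2 and a median of -0.34 (adjusted p = 0.0108) without WT Al replicate 3.

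**Figure D1:**
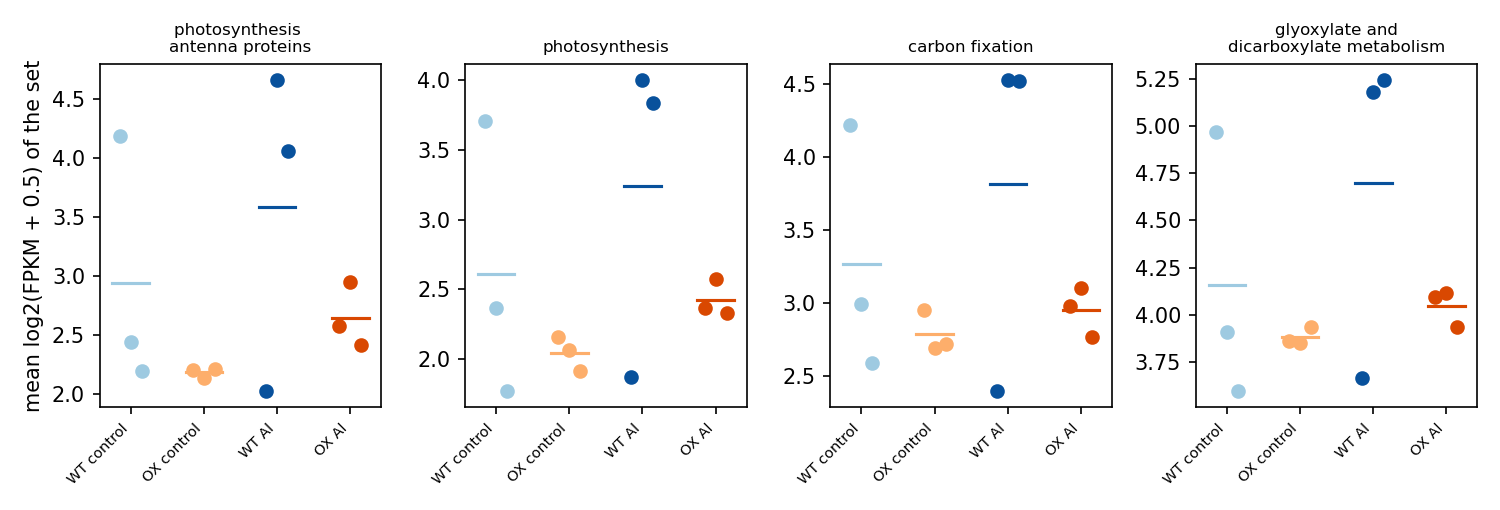
Mean log2(FPKM + 0.5) of the genes of 4 pathways in each of the 12 libraries, where each point is a library and each line the mean of its group of 3. In all 4 pathways, WT control replicate 1 and WT Al replicates 2 and 3 lie above the other libraries.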

KEGG and Gene Ontology (GO) analysis revealed that these differentially expressed genes (DEG) are involved in various biological processes, such as zeatin biosynthesis, pentose phosphate pathway, nitrogen metabolism, glyoxylate, and dicarboxylate metabolism, etc. (Figure 5B and Figure S2).

Moreover, the RNA-seq results showed that GmNTL4 either positively or negatively regulates genes involved in organic acid transportation and cell wall modification (Figure 5C), which are closely related to Al tolerance. For example, two *MATE* genes *DTX14* (*At1g71140)* and *DTX15 (At2g34360*), were significantly up-regulated in *GmNTL4*-overexpressing roots, while another *MATE* gene (*At1g15180*) and the *ALMT12* (*At4g17970*) were down-regulated. 

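Of the 17 genes of Fig. 5C, all 17 had a log2 fold change in the direction plotted there when OX and WT roots under Al were compared. None of them was called after adjustment over all genes (0 of 17; adjusted p from 0.0821 to 0.665, limma with Benjamini-Hochberg), and 7 had an unadjusted p under 0.05. Adjusted over the list alone, 1 of the 17 was called, *DTX14* (AT1G71140). The study chose the list on these libraries, so this count is not independent evidence. In 8 of the 17 genes, the 3 OX libraries did not overlap the 3 WT libraries, against 10% of genes by chance and 19.5% of all genes tested. Since the list was chosen on these libraries, a share above both is no independent evidence. The list-alone count moved most under the test of summed fragments chosen after the data had been seen, to 17 of 17, was 6 when only the libraries of the groups compared were fitted, and was 4 without WT Al replicate 1. In control roots, 12 of the 17 genes had the direction of Fig. 5C, and *DTX14* alone was called. The change of the genotype difference with Al was called for 0 of the 17 genes adjusted over the list alone, where 3 had an unadjusted p under 0.05. *PMDH2* (AT5G09660), which Fig. 5C also shows, had 1.94 ± 0.430 FPKM in OX and 8.88 ± 7.58 FPKM in WT roots (SD, n = 3, log2 fold change -1.25, SE 0.82, adjusted p = 0.593, limma, with overlapping libraries), and -0.51 on the log2 scale without WT Al replicate 3 or -2.46 without WT Al replicate 1.

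**Figure D2:**
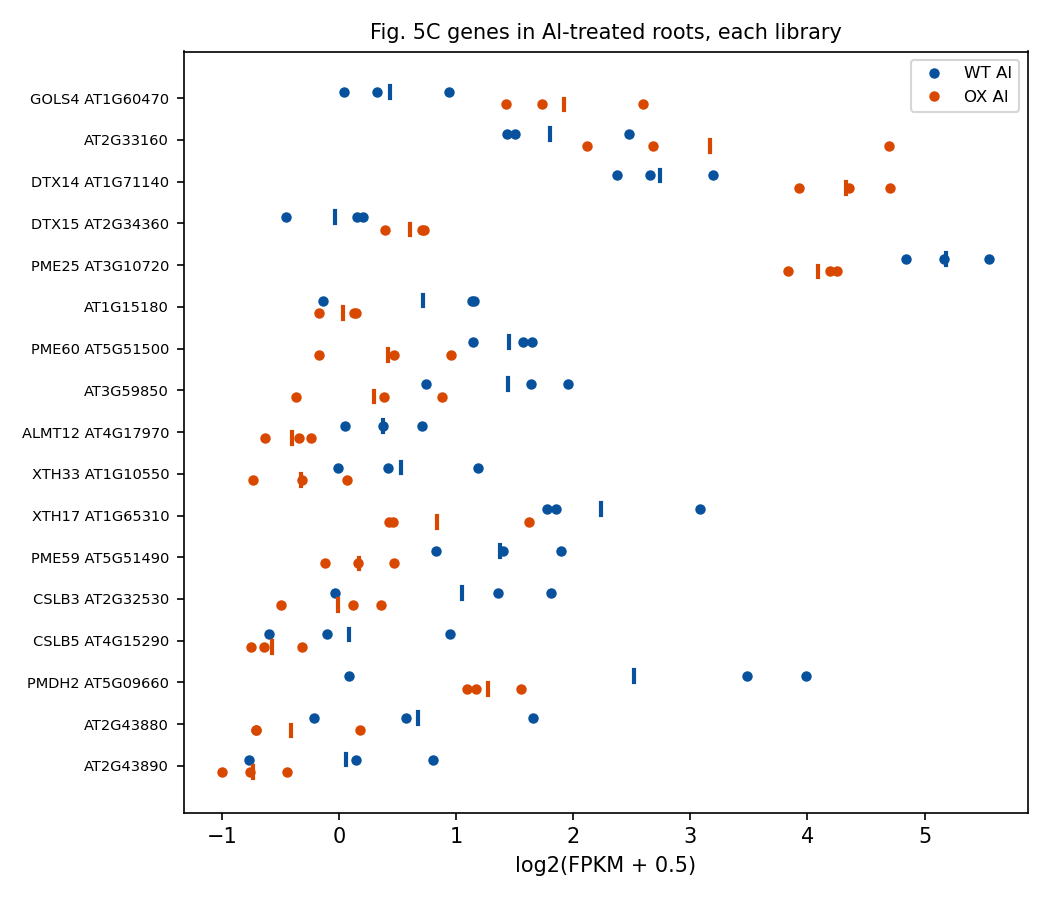
Expression of the 17 genes of Fig. 5C in Al-treated roots on the log2(FPKM + 0.5) scale, where each point is a library (3 WT, 3 OX) and each vertical bar the mean of its group. The OX points lie on one side of all WT points in 8 of the genes.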

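*DTX14* (AT1G71140) had 20.1 ± 5.42 FPKM in OX and 6.36 ± 2.04 FPKM in WT roots under Al (SD, n = 3), and every OX library lay above every WT library (log2 fold change 1.59, SE 0.26, adjusted p = 0.0821, limma with Benjamini-Hochberg). Its adjusted p over the list alone was 0.00108. The gene was also higher in OX in control roots, with 6.04 ± 1.15 against 1.33 ± 0.363 FPKM (SD, n = 3, log2 fold change 1.84, SE 0.26, adjusted p = 0.0467, limma, every OX library above every WT library), a call lost with each single library left out (adjusted p from 0.0684 to 0.198). It held under 2 of 9 other settings (adjusted p from 0.0368 to 0.250). *DTX15* (AT2G34360) had 1.03 ± 0.188 FPKM in OX and 0.498 ± 0.233 FPKM in WT roots, without overlap between the groups (log2 fold change 0.64, SE 0.28, adjusted p = 0.447, limma), from 6 to 29 fragments per library. AT1G15180, another *MATE* gene, had 0.528 ± 0.123 FPKM in OX and 1.28 ± 0.751 FPKM in WT roots (log2 fold change -0.68, SE 0.39, adjusted p = 0.543, limma). WT Al replicate 1, at 0.410 FPKM, lay within the range of the OX libraries. Without WT Al replicate 3 its log2 fold change was -0.47, and without WT Al replicate 1 it was -1.11. *ALMT12* (AT4G17970) was lower in all 3 OX than in all 3 WT libraries, with 0.260 ± 0.102 against 0.822 ± 0.299 FPKM (SD, n = 3, log2 fold change -0.78, SE 0.27, adjusted p = 0.385, limma), from 5 to 40 fragments per library.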

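*GOLS4* (AT1G60470) had 2.19, 2.83 and 5.56 FPKM in the OX libraries and 1.41, 0.529 and 0.750 FPKM in the WT libraries under Al, a ratio of the means of 3.93. On the log2(FPKM + 0.5) scale its fold change was 1.49 (SE 0.47, adjusted p = 0.368, limma with Benjamini-Hochberg), with every OX library above every WT library, and 1.15 without OX Al replicate 3. AT2G33160, which the annotation lists without a symbol, had 3.84, 5.89 and 25.4 FPKM in the OX and 2.33, 5.07 and 2.21 FPKM in the WT libraries, a ratio of the means of 3.66. Its spread between OX replicates was as large as its mean, 11.7 ± 11.9 FPKM against 3.20 ± 1.62 FPKM in WT roots (SD, n = 3). The log2 fold change was 1.36 (SE 0.84, adjusted p = 0.568, limma, OX and WT libraries overlapped), and 0.59 without OX Al replicate 3.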

Among the genes involved in cell wall modification, the expression of one polygalacturonase gene *DTX13* (*At2g33160*) and one galactinol synthase gene *GOLS4* (*At1g60470*) were up-regulated in *GmNTL4*-overexpressing roots with 3.72 and 4.02 fold higher than that of the wild type. The expressions of the other genes, including three *PME* genes *PME60* (*At5g51500*), *PME59* (*At5g51490*), *PME25* (*At3g10720*), two polygalacturonase gene (*At2g43890*, *At2g43880*), two cellulose synthase genes *CSLB5* (*At4g15290*) and *CSLB3* (*At2g32530*), two xyloglucan endotransglucosylase genes *XTH17* (*At1g65310*) and *XTH33* (*At1g10550*), and one pectin lyase gene (*At3g59850*) were decreased in the *GmNTL4*-overexpressing roots (Figure 5C).

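The 10 genes listed here, all lower in OX than in WT roots under Al, had log2 fold changes from -1.40 to -0.66, with a median of -1.07. None was called (0 of 10; adjusted p from 0.427 to 0.665, limma with Benjamini-Hochberg, and none adjusted over the list alone), while 3 had an unadjusted p under 0.05. In 4 of the 10, *PME25*, *PME59*, *PME60* and *XTH17*, the OX and the WT libraries did not overlap, against 10% of genes by chance in either direction, a limit that does not account for the choice of these genes on the same libraries. The most expressed of them, *PME25* (AT3G10720), had 16.7 ± 2.58 FPKM in OX and 36.7 ± 9.18 FPKM in WT roots (SD, n = 3), with a log2 fold change of -1.1 (SE 0.44, adjusted p = 0.427, limma). *XTH17* (AT1G65310) had 1.43 ± 0.994 FPKM in OX and 4.67 ± 2.88 FPKM in WT roots (SD, n = 3, log2 fold change -1.40, SE 0.78, adjusted p = 0.538, limma), and -0.98 on the log2 scale without WT Al replicate 3. *XTH33* (AT1G10550), *CSLB5* (AT4G15290), AT2G43880 and AT2G43890 also had their smallest fall without that library, with log2 fold changes of -0.53, -0.22, -0.59 and -0.42. *CSLB3* (AT2G32530) was -0.67 without it and -1.59 without WT Al replicate 1, and *CSLB5* and AT2G43890 were -0.997 and -1.21 without WT Al replicate 2. For AT2G43880 and AT2G43890, the OX libraries held at most 17 fragments. In control roots the same comparison gave a higher value in OX for 4 and a lower value for 6 of the 10 genes, from -0.86 to 0.52 on the log2 scale. The 13 genes of Fig. 5C plotted as lower in OX varied together between replicates of the same group, with a mean correlation of 0.593 between their deviations from the group means, and their mean log2(FPKM + 0.5) was highest in WT Al replicate 3 (2.03) and WT control replicate 1 (1.74).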

To further confirm the RNA-seq results, qRT-PCR was performed to evaluate the expression pattern of several selected genes in response to Al stress using freshly harvested Arabidopsis roots treated with and without Al. Results showed that similar to the data obtained by RNA-seq analysis, the expression of *GOLS4* (*At1g60470*) and *At2g33160* were up-regulated, while the expression of *ALMT12* (*At4g17970*), *XTH33* (*At1g10550*), *PME59* (*At5g5149*0), *CSLB5* (*At4g15290*), *PMDH2* (*At5g09660*), *At2g43880*, and *At2g43890* were down-regulated by Al (Figure 5D). Moreover, several putative NAC binding CATGT motifs were found in the promoter regions of these genes regulated by GmNTL4 in Arabidopsis (Figure S3). These results indicate that GmNTL4 might confer the Al resistance in Arabidopsis partially by regulating both the organic acid exudation and cell wall modification.

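CATGT, read on either strand, was counted in the 2000 bp upstream of the annotated start of each of the 17 genes of Fig. 5C in the TAIR10.1 sequence. The paper's text does not name the length it used. All 17 genes had at least 1 motif, with 2 to 17 per gene and a mean of 7.12 ± 3.35 (SD over genes). A motif of 5 bases is common: among the 20586 tested genes with a position in the annotation, 97.5% had at least 1, with a mean of 4.85 per gene. The mean of the 17 genes was above that of most random lists of 17 tested genes (one-sided permutation test over 10000 lists, p = 0.00180), and above that of lists matched on the GC content of the upstream sequence (p = 0.00330). AT2G43890 alone had 17 motifs, and without it the mean was 6.50 (permutation test, p = 0.0140). Within 1000 bp, 16 of the 17 genes had a motif and 83.8% of the tested genes did, with means of 4.18 and 2.39 (permutation test, p = 0.000400, and 0.00120 with matched lists). Without AT2G43890, which has 14 of the motifs within 1000 bp, that mean was 3.56 (permutation test, p = 0.0145). The motif counts and their tests were chosen after the expression data had been seen, and the matched lists after the first p.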

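Of the transporters that the introduction links to malate and citrate exudation, *ALMT1* (AT1G08430) had 305 ± 89.2 FPKM in OX and 246 ± 59.1 FPKM in WT roots under Al (SD, n = 3, log2 fold change 0.29, SE 0.76, adjusted p = 0.910, limma with Benjamini-Hochberg, ranges overlapping). The log2 fold change was 0.10 without OX Al replicate 2 and 0.54 without OX Al replicate 1. *MATE* (AT1G51340) had 98.9 ± 14.6 FPKM in OX and 66.7 ± 16.9 FPKM in WT roots (SD, n = 3, log2 fold change 0.58, SE 0.96, adjusted p = 0.851, limma), with 2 of the 3 OX libraries above every WT library. Under control conditions, replicate 1 of both genotypes was far below the others: *ALMT1* had 15.6, 95.0 and 121 FPKM in WT and 30.0, 165 and 161 FPKM in OX control replicates 1, 2 and 3, and *MATE* had 4.30, 51.5 and 58.1 and 8.12, 73.3 and 79.9 FPKM. With these libraries in the fit, the rise of *ALMT1* with Al was not called in WT (2.08, adjusted p = 0.287, limma, all 3 Al libraries above all 3 control libraries) or in OX roots (1.66, adjusted p = 0.370, limma, all 3 above). Without control replicate 1 it was 1.16 in WT and 0.86 in OX roots. Since the fit covers all 12 libraries, control replicate 1 also widens the SE of OX against WT under Al. Over the 9 other settings, the adjusted p of that comparison was 0.656 to 0.960 for *ALMT1* and 0.327 to 0.881 for *MATE*. A genotype difference in these genes under Al is therefore not excluded. From the higher or lower expression of organic acid transport and cell wall genes in OX roots, together with its qRT-PCR and the motifs in their promoters, the paper proposes that GmNTL4 gives part of the Al resistance by regulating both organic acid exudation and cell wall modification.

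**Figure D3:**
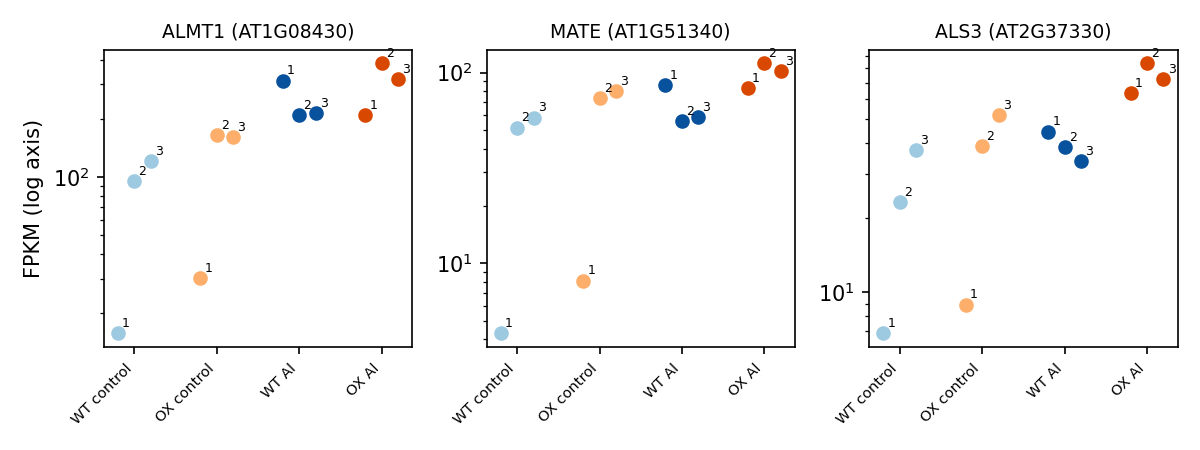
FPKM of *ALMT1*, *MATE* and *ALS3* in each of the 12 libraries on a log axis, where points are libraries, numbered by replicate, in the groups WT control, OX control, WT Al and OX Al. Replicate 1 of both control groups lies below every other library for all 3 genes.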

## 3. Discussion

As a subfamily of NAC, NTL transcription factors are recognized playing crucial regulatory functions [29,30,49]. In the model plant Arabidopsis, the regulatory function of AtNTL1 and AtNTL7 in oxidative stress, AtNTL4 in heat stress, AtNTL6 in cold stress, AtNTL8 in salt stress, AtNTL9 in osmotic stress, AtNTL11 in high-light stress have been reported [35,36,37,38,39,40,41,42,43,44]. In soybean, the function of GmNTL1 and GmNTL11 in plant adaptation to salt and drought stresses have also been well characterized [48]. Although the function of NTLs in plant development and resistance to environmental stresses have been widely studied, little attention has been paid to consider the involvement of NTLs in plant Al responses. Therefore, with *GmNTL*s as candidate genes, the present study tried to find out the possible regulatory functions of NTL transcription factors in plant Al tolerance.

Our qRT-PCR data showed that the expression of 13 out of 15 *GmNTLs* was significantly enhanced by 48 h of Al treatment (Figure 1C). These results suggested that *GmNTL* might be involved in soybean Al adaptive responses. Evidence from a comparative transcriptome analysis provided strong supports to this hypothesis by finding that the expression of *GmNTL5* and *GmNTL15* in the root tips of soybean genotype M90-24 was significantly up-regulated by Al treatment [47]. When we look deep insight the Al-response expression pattern of *GmNTL4*, we found that low Al concentration (25 μM) did not, but high Al concentration (100 μM) did enhance the expression of *GmNTL4* after 12 h of Al treatment, and the Al-enhanced expression of this genes was showed in the root tips, but not in the segments near to the root-base (Figure 4). It thus suggested that the Al-regulated *GmNTL* genes’ expressions are due to the period of Al toxicity and the Al concentration in the growth medium. Based on these results, we can explain why some previous transcriptomic analyses did not identify any Al-responded *NTL* genes in other plants, such as maize [50]. Moreover, it is noticed that the Al-induced *GmNTL* genes included the previous functionally characterized *GmNTL1* and *GmNTL11*, which have been reported to be induced by H_2_O_2_, PEG, salt, and cold treatments [48]. It thus suggests Al toxicity is not a specific stimulus for the regulation of *GmNTL*s expression; instead, transcription of *GmNTL*s could be regulated by multiple environmental stimuli. Similarly, some other *NTL* genes were also reported to be regulated by several environmental stresses. For instance, the expression of *AtNTL6* was regulated by both pathogenesis and abiotic stresses, including the salinity, coldness, and drought stresses [33,40]. Therefore, multiple-stresses-regulated expression patterns seem to be a common occurrence among plant *NTL* genes. Overall, the expression pattern of *GmNTLs* in response to Al toxicity indicated that *GmNTLs* genes could be involved in soybean response to Al toxicity.

To further verify the function of *GmNTL*s in plant Al resistance, we chose six *GmNTL* genes from six duplicate gene pairs and overexpressed them in Arabidopsis (Figure 1A and Figure 4). Although the expression of all these genes was significantly up-regulated by Al stress in soybean root tips, not all of them were able to confer Al tolerance in Arabidopsis. (Figure 4). Two possible reasons could explain these functional divergences among soybean *GmNTL* members. One is that the functions of *GmNTL*s are indeed genetically different; the other might be attributed to the false subcellular localization of GmNTLs in transgenic Arabidopsis. For previous studies found that when the full-length *NTL*s were overexpressed in plants, often no phenotypic differences were observed, whereas overexpressing *NTL*s without the transmembrane motif would show a corresponding phenotypic difference between wild type and transgenic seedlings [41,48,51]. It thus proposes. It thus proposes that the release of NTL proteins from the membrane into the nucleus determined their transcription regulation functions. Therefore, a possible reason why overexpression of *GmNTL2*, *GmNTL7*, and *GmNTL8* did not lead to distinct phenotypes could be due to their improper membrane release in transgenic Arabidopsis seedlings.

To understand the possible regulatory mechanisms of GmNTLs under Al stress, we chose *GmNTL4* as the candidate gene for further functional analysis. Results showed that overexpression of *GmNTL4* could significantly enhance the Al resistance in Arabidopsis, especially under prolonging Al treatment (Figure 4C). RNA-seq was further conducted to identify the downstream genes of *GmNTL4* in Arabidopsis and found a total of 517 genes were differentially expressed in the *GmNTL4*-overexpression plants under Al toxicity conditions. KEGG analysis revealed that these genes are involved in various biological processes. Among these DEGs, two MATE genes (*At1g71140* and *At2g34360*) were significantly up-regulated by overexpression of *GmNTL4*. MATE transporters have been widely reported in many plant species mediating the citrate exudation in response to Al toxicity [5,52,53,54,55,56]. In Arabidopsis, *AtMATE* is expressed in the mature portions of the roots and confers Al tolerance independently with *AtALMT1* [5,52]. Another Arabidopsis MATE transporter (AtDTX30) promotes Al tolerance by modulating auxin levels in the root tips [57]. Except for these two, the function of other Arabidopsis MATE transporters in Al tolerance has not been reported. Nevertheless, the up-regulated expression of two *MATE*s in the *GmNTL4*-overexpressing Arabidopsis roots indicates a possibility that GmNTL4 might confer Al tolerance by regulating the expression of some MATE transporters in Arabidopsis. In addition, we also found that the expression of *AtALMT1*2 (*At4g17970*) was significantly reduced in the *GmNTL4*-overexpression plants. *AtALMT12* has been reported highly expressed in both root pericycle and leaf guard cells [58]. It is clear that AtALMT12 was involved in stomatal closure, affecting the plant photosynthesis and drought tolerance [59,60,61], but no studies have been conducted to characterize the function of AtALMT12 in Al tolerance. Therefore, whether the GmNTL4-mediated Al tolerance involved AtALMT12 remains to be clarified.

We also found two xyloglucan endotransglucosylase genes *At1g65310* and *At1g10550*, which have been designated as *XTH17* and *XTH33*, respectively [62], were significantly down-regulated by the overexpression of *GmNTL4*. The previous study showed that the expression of *XTH17* was substantially reduced in the presence of Al [9]. Moreover, mutation of *XTH17* showed lower XET action and hemicellulose content, retained less Al, but was more Al resistant than the wild type [9]. The results provide important evidence for our hypothesis that *GmNTL4* confers the Al tolerance in Arabidopsis by suppressing the expression of *XTH17*. In addition, three pectin methylesterase (PME) encoding genes, including *At3g10720*, *At5g51490*, and *At5g51500*, were all down-regulated. Studies in a range of plant species have demonstrated that Al sensitivity largely depends on the degree of PME activity [63]. For instance, in rice, maize, and pea (*Pisum sativum*), the Al-sensitive cultivars showed higher pectin methylesterase (PME) activities and a higher portion of demethylated pectin than that in the Al-resistant cultivars [7,12,64]. The PME activity in the cell wall is largely associated with the transcription of *PME* genes. Transcriptional analysis in maize revealed that Al exposure caused significantly higher expression of a *PME* gene (MZ00000091) in the Al-sensitive genotypes [65]. Moreover, transgenic rice overexpressing *OsPME14* exhibited higher PME activity and Al content in the root tip cell wall and became more sensitive to Al stress [16]. Thus, the down-regulation of the PME genes in *GmNTL4*-overexpressing plants might be another reason for their higher Al resistance. We further searched the promoter regions of the genes regulated by GmNTL4 and found more or less putative NAC-binding CATGT motifs in all these genes’ promoter regions (Figure S3). Therefore, these results indicate that GmNTL4 might confer Al tolerance partially by regulating the expression of multiple genes involved in organic acid efflux and cell wall modifications.

In conclusion, here, the expression pattern of all fifteen soybean *GmNTL* genes in response to Al toxicity was evaluated in soybean root tips, and the divergence of *GmNTL*s’ function in Al resistance were determined by heterologously overexpressing six *GmNTL* genes in Arabidopsis. The findings suggest that, like other abiotic stress, Al is able to stimulate the expression of most *GmNTL*s and the regulatory function of GmNTLs in Al resistance was divergent. Moreover, GmNTL4 might confer Al resistance partially by regulating the expression of genes involved in organic acid efflux and cell wall modification.

## 4. Materials and Methods

### 4.1. Plant Material and Growth Conditions

Soybean genotype YC03-3 was chosen for the expression pattern examination of *GmNTLs*. Uniform soybean seeds were germinated in paper rolls soaked with 1/4 Hogland nutrient solution. Four days after germination, uniform seedlings were selected and scanned to record the initial root length and subsequently treated with or without 50 µM AlCl_3_ in 0.5 mM CaCl_2_ solution (pH 4.2) for 48 h. Root tips (0–2 cm) were separately harvested for gene expression assays, and root length was measured to calculate the root elongation. All experiments had four biological replicates, with 8 plants in each replicate.

### 4.2. Identification of the GmNTL Members in Soybean Genome

According to the reports by Li et al. [48], BLAST searches were performed using all identified GmNTLs protein sequences published at the Phytozome website (https://phytozome.jgi.doe.gov/pz/portal.html, accessed on 21 May 2019). Basic information for each identified GmNTLs member (e.g., numbers of exons and introns, length of ORF) was extracted from the same website. Isoelectric points and molecular protein weights were predicted using the ExPASy web server (http://www.expasy.org/, accessed on 30 May 2020). Multiple sequence alignment of the GmNTL proteins was conducted using the neighbor-joining method with 1000 bootstrap replicates in MEGA 7.0, as described previously [66]. Conserved motifs were predicted by MEME web server (http://meme-suite.org/, accessed on 13 July 2021) and TBtools (http://www.tbtools.com/, accessed on 13 July 2021) was used to graphic the phylogenetic tree with conserved motifs.

### 4.3. RNA Extraction and Quantitative Real-Time PCR (qRT-PCR) Analysis

Total RNA was extracted from various plant tissues using an RNA-solve reagent (OMEGA Bio-Tek, Norcross, GA, USA) following the manufacturer’s instructions. The RNA samples were added with RNase-free DNase I (Invitrogen, Carlsbad, CA, USA) to remove genomic DNA. The first complementary DNA was synthesized from 1 µg RNA by using GoScript (Promega, Madison, WI, USA), according to the manufacturer’s instructions. The qRT-PCR analysis was conducted using an ABI7500 real-time PCR system (Thermo Fisher Scientific, Waltham, MA, USA). Each reaction contained 2 μL of 1:20 diluted reverse transcription product, 0.4 μL of forward and reverse primers (0.2 μM final concentration), 7.2 of μL DNase-Free ddH_2_O and 10 μL of 2 × SYBR™ Green PCR master mix (Thermo Fisher Scientific, Waltham, MA, USA). The PCR cycling system consisted of incubation at 95 °C for 1 min and followed by 40 cycles of 95 °C for 15 s, 60 °C for 60 s and 72 °C for 30 s. The dissociation curve was obtained after the last cycle. For target genes expression analysis, the specific primer pairs were designed as listed in Supplementary Table S2. Expression levels of the soybean housekeeping gene *GmEF1-α* (Glyma.17G186600) and the Arabidopsis housekeeping gene *AtEF-α* (At5G60390) was used to normalize the samples, as described previously [67].

### 4.4. Subcellular Localization of GmNTLs

To determine the subcellular localization of GmNTLs, the full-length cDNA of *GmNTL*s was amplified with the specific primer pairs (Supplementary Table S2), and cloned into the *pEGAD* vector with green fluorescent protein (GFP) fused with their N-terminus to produce *35S::GFP-GmNTL*s constructs. The *35S::GFP* and the *35S::GFP-GmNTL*s constructs were separately introduced into *Agrobacterium tumefaciens* GV3101 and then transformed into tobacco (*Nicotiana benthamiana*) leaves. The plasma membrane marker plasmid of *AtPIP2A-mCherry* was co-transformed with the *35S::GFP* and 35S::*GFP-GmNTL*s constructs for co-localization analysis. The blue-fluorescent DNA staining chemical 4’,6-diamidino-2-phenylindole (DAPI) was used to stain the nucleus. The green fluorescence derived from GFP was observed by the confocal scanning microscope at 488 nm excitation/507 nm emission (Zeiss LSM780, Oberkochen, Germany).

### 4.5. Effects of GmNTLs Over-Expression on Arabidopsis Al Resistance

The recombinant plasmid of *35S::GmNTL*s was introduced into the *Agrobacterium tumefaciens* strain GV3101 and then transformed into Arabidopsis by the floral dip method [68]. The T1 generation transgenic Arabidopsis seeds were cultured in MS medium containing herbicide for 14 days. After that, the surviving seedlings were transplanted into peat soils for another 7 days, and the leaves were detected by PCR with specific primers to screen the positive transgenic T1 lines. The screening steps described above were repeated to detect the transgenic T2 seedlings. The T3 seeds were harvested and used to find out the lines with 100% survives from herbicide, which was considered as the homozygote lines of T3 generation. The T3 homozygote lines were further used to conduct qRT-PCR analysis. Based on this, two over-expression lines of transgenic Arabidopsis were selected for further studies. For Al tolerance experiments, seeds of wild type and two overexpression lines for each gene were germinated on solid MS plates in conditions of 16 h light/8 h dark under 23 °C. Four days after germination, the initial root lengths of uniform seedlings were measured, and the seedlings were subsequently transplanted to 1/5 Hoagland nutrient solution (pH 4.5, without H_2_PO_4_, with 0.5 mM CaCl_2_) with or without 5 µM AlCl_3_ for 48 h. The root length before and after Al treatment was measured to calculate the root elongation.

For the functional characterization of *GmNTL4*, the uniform seedlings of wild type and *GmNTL4*-overexpressing lines were selected and treated with 5 μM AlCl_3_ for 24, 48, and 72 h. The root elongation was measured as mentioned above.

### 4.6. RNA-seq Transcriptomic Analysis

For RNA-seq transcriptomic analysis, uniform seedlings of both wild type and *GmNTL4*-overexpressing Arabidopsis were grown in modified 1/5 Hoagland nutrient solution (pH 4.5, without H_2_PO_4_^−^, with 0.5 mM CaCl_2_) with 5 µM AlCl_3_ for 48 h [22]. The roots of each genotype were separately harvested for RNA-seq transcriptomic analysis. The mRNA purification, library preparation, and sequencing were conducted as described before [69]. Briefly, the qualified libraries were sequenced using the Illumina platform with the sequencing strategy of PE150. The raw data was filtered to obtain high-quality clean data for subsequent analyses. The reference genome (*Arabidopsis thaliana* TAIR10) and the annotation file were downloaded from ENSEMBL database (http://www.ensembl.org/index.html, accessed on 12 May 2021). HISAT2 was used to align the clean data to the reference genome. The mapping result was viewed using the integrative genomics viewer (IGV). Reads count for each gene was counted by HTSeq, and fragments per kilobase million mapped reads (FPKM) were used to estimate the gene expression level. DEGseq was used for differential gene expression analysis, and genes with q ≤ 0.05 and |log2_ratio| ≥ 1 were identified as differentially expressed genes (DEGs). The DEGs significantly enriched biological functions and pathways were analyzed through the gene ontology (GO) database (http://geneontology.org/, accessed on 1 June 2021) and Kyoto encyclopedia of genes and genomes (KEGG) database (http://www.kegg.jp/, 6 June 2021), respectively. The RNA-seq data were uploaded to the gene expression omnibus (GEO) on the National Center for Biotechnology Information search database (NCBI) (https://www.ncbi.nlm.nih.gov/geo/query, accessed on 27 July 2021) with the accession number of GSE180839.

### 4.7. Statistical Analysis

All data were analyzed by Student’s t-tests using Microsoft Excel 2010 (Microsoft company, Seattle, WA, USA) and SPSS 13.0 (SPSS Institute, Chicago, IL, USA).

## Figures and Tables

**Figure 1:**
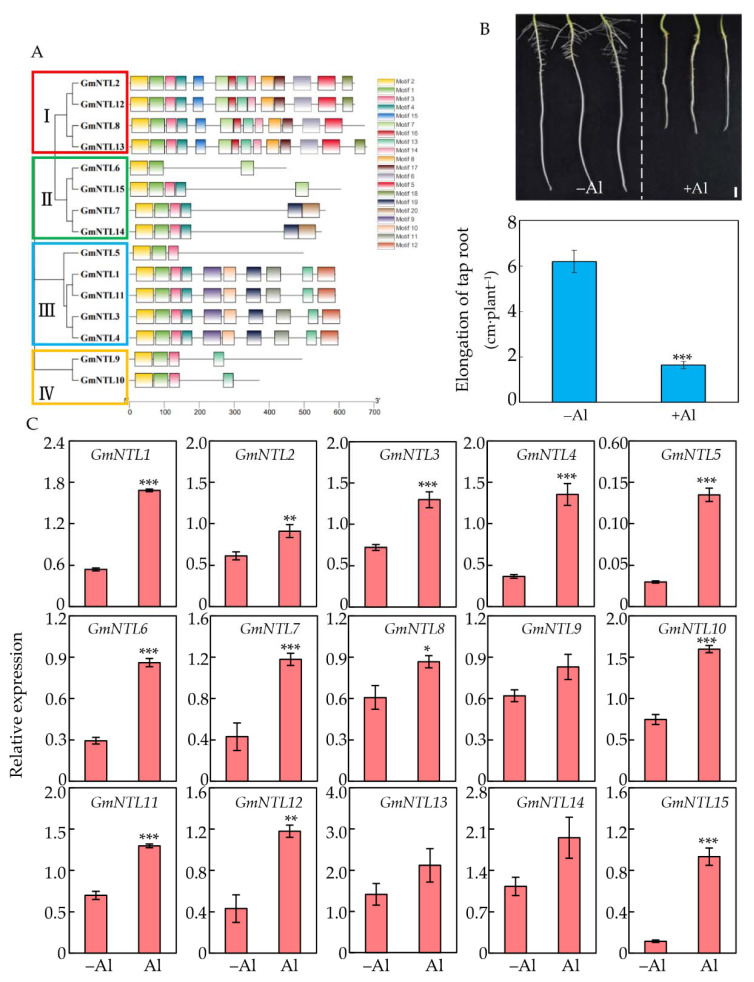
Expression of *GmNTL* members in response to Al toxicity. (**A**) Phylogenetic tree and conserved protein motifs in GmNTLs. The phylogenetic tree was constructed based on the amino acid sequences of GmNTLs using MEGA 7.0.14 software. The four clades were shown in different colors; (**B**) Phenotype and taproot elongation of soybean seedlings treated with (+Al) or without (−Al) 50 µM AlCl3 for 48 h; (**C**) Relative expression of *GmNTLs* in soybean roots tips (0–2 cm) in response to Al. Asterisks indicate significant differences between the +Al treatment and −Al control (*: 0.01 < *p* < 0.05; **: 0.001 < *p* < 0.01; ***: *p* < 0.001).

**Figure 2:**
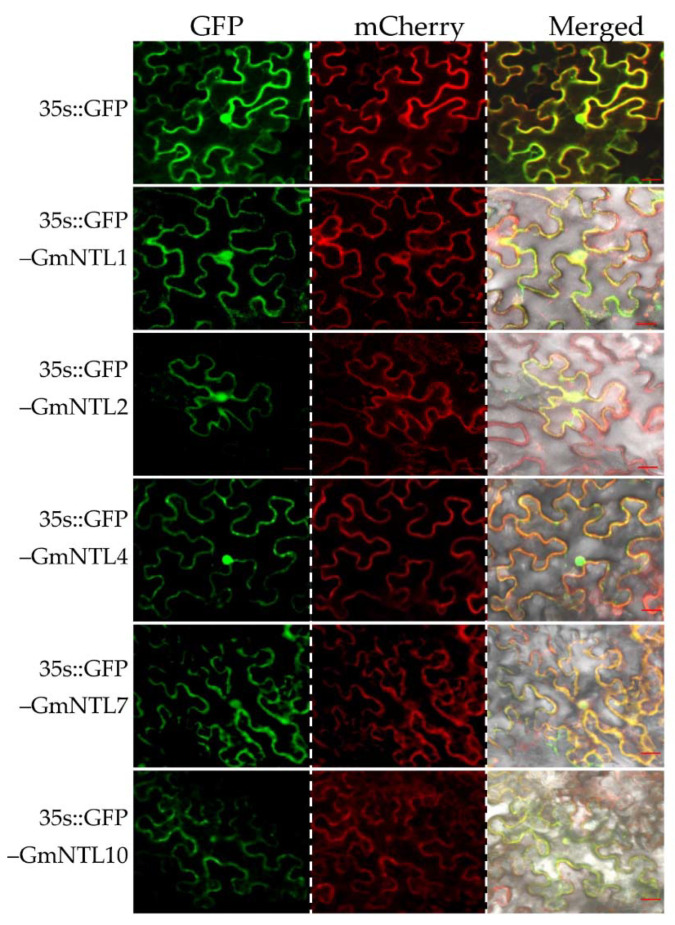
Subcellular localization analysis of GmNTLs in tobacco leaves. The green fluorescence derived from either 35S::GFP and 35S::GFP-GmNTLs, and the red fluorescence derived from 35S:AtPIP2A-mCherry were observed by the confocal microscope. Bar = 20 µm.

**Figure 3:**
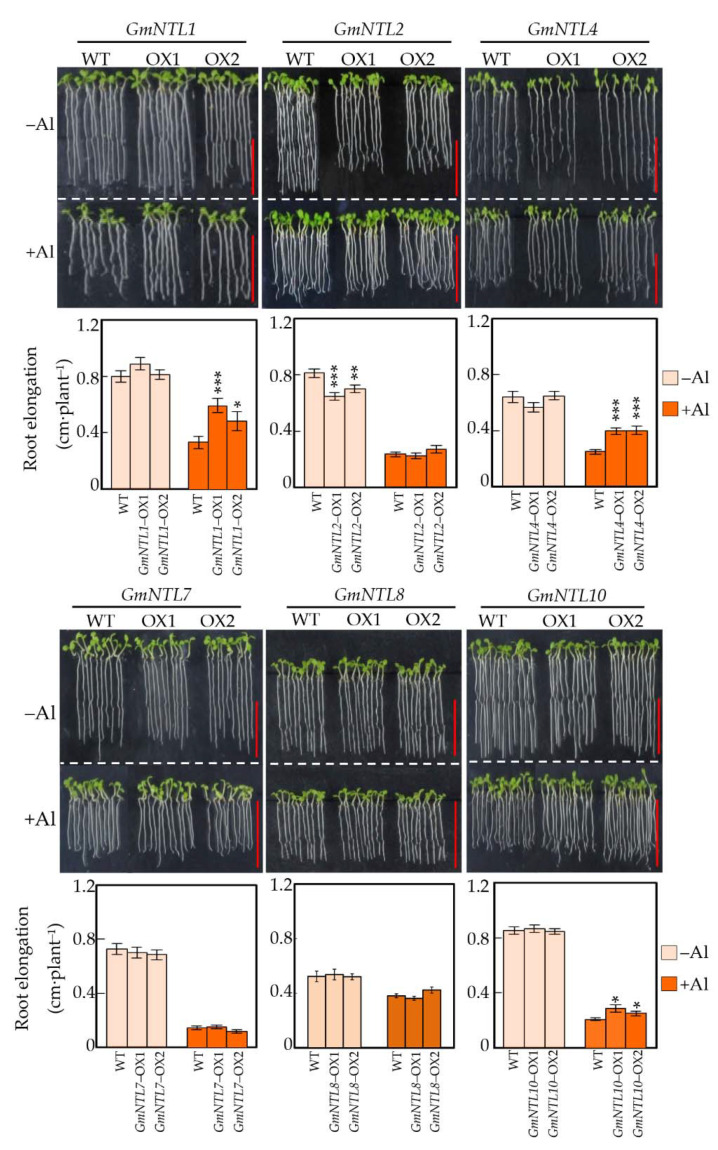
Effects of overexpressing *GmNTLs* on Arabidopsis primary root elongation in response to Al toxicity. Uniform seedlings of wild-type (WT) and transgenic seedlings (OX) with root lengths of 1 cm were treated with or without 5 µM Al for 48 h. Each bar represents the mean of four biological replicates with standard error. Asterisks indicate significant differences between WT and OX (*: 0.01 < *p* < 0.05; **: 0.001 < *p* < 0.01; ***: *p* < 0.001). Bar = 0.5 cm.

**Figure 4:**
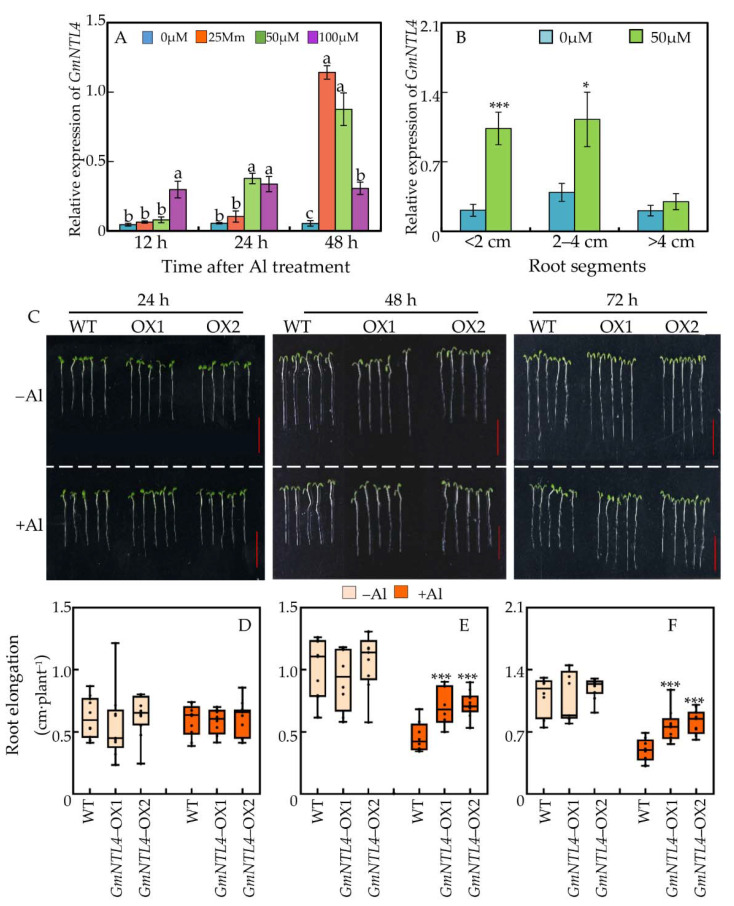
Functional characterization of *GmNTL4*. (**A**) Expression pattern of *GmNTL4* in response to Al availability and treatment time. Lowercase letters represent significantly different groups in same treatment time; (**B**) Al-regulated expression pattern of *GmNTL4* in different root segments. Asterisks indicate significant differences between 0 µM and 50 µM Al treatment in same root segments (*: *p* < 0.05 and *** *p*: < 0.001); (**C**) Phenotype of transgenic Arabidopsis with *GmNTL4* overexpressing in response to Al toxicity. Bar = 0.5 cm; (**D**–**F**) Effects of *GmNTL4* overexpression on the root elongation of Arabidopsis after 24 h (**D**), 48 h (**E**), and 72 h (**F**) of Al treatment. Asterisks indicate significant differences between WT and OX lines (***: *p* < 0.001).

**Figure 5:**
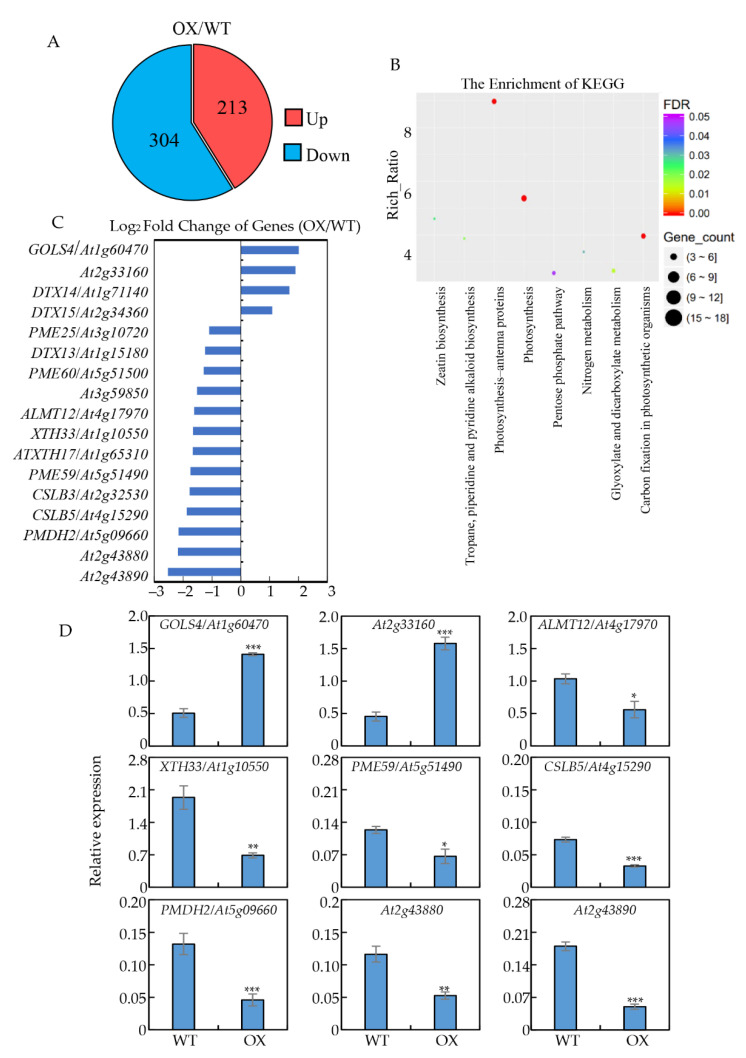
Gene expression profiles regulated by GmNTL4 in Arabidopsis. (**A**) Venn diagram showing the overlap of differentially regulated genes in *GmNTL4*-overexpressing plants compared to wild-type; (**B**) KEGG analysis of commonly regulated genes by GmNTL4 in response to Al; (**C**) List of partial GmNTL4-regulated genes in response to Al from RNA-seq; (**D**) qRT-PCR analysis of transcription accumulation of several genes in wild type and *GmNTL4*-overexpressing plants. Asterisks indicate significant differences between WT and OX (*: 0.01 < *p* < 0.05; **: 0.001 < *p* < 0.01; ***: *p* < 0.001).

## Data Availability

The original contributions presented in the study are publicly available. This RAN-seq raw data can be found on the NCBI repository, accession number: GSE180839.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms222312854/s1.

How the deposited data were processed for this re-analysis (not part of the article)

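Roots of *Arabidopsis thaliana* wild type (WT) and *GmNTL4*-overexpressing plants (OX), without Al (control) or with 5 µM Al, were compared in 12 RNA-seq libraries, 3 for each of the 4 groups. The methods give 48 h of Al and the sample labels 24 h. Libraries were grouped by the genotype and treatment in their labels.

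The values analysed are FPKM per gene and library, as deposited. According to the methods, the authors aligned the reads to TAIR10 with the Ensembl annotation by HISAT2, counted them per gene with HTSeq and converted the counts to FPKM, and they used DEGseq to compare the groups. The FPKM were not scaled further here, apart from the alternatives named below. Once the values of each library were divided by a factor for that library, the values within each gene were whole multiples of a step, and fragments were read back from them for 100% of 25872 genes, up to a common factor per gene. Of the gene lengths that this implies under 2000 bp, 98.8% were whole base pairs. In a test on simulated data, 100% of 2979 genes were read back. The libraries held 16162941 to 17136217 fragments on genes. Within the groups, correlations between libraries were 0.951 to 0.983 on the log2 scale. Gene symbols, chromosomes and sequences are from TAIR10.1, in which 25579 of the identifiers were found.

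The main comparisons used limma 3.58.1 in R 4.3.3. Linear models of log2(FPKM + 0.5) were fitted to all 12 libraries with a mean per group, and variances were moderated with a trend. Genes with at least 0.5 FPKM in at least 3 of the 12 libraries were kept (20773 genes). OX was compared with WT under Al and in control, Al with control in WT and in OX, and the change of the genotype difference with Al was tested as an interaction. P-values were adjusted by the Benjamini-Hochberg method over the genes kept, and a gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

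The text names every gene of Fig. 5C and of section 2.5, other Arabidopsis genes that the paper names, and for each comparison up to 2 genes with the largest rise and 2 with the largest fall among called genes whose groups did not overlap. Genes named for their position, and the Al-inducible gene *ALS3*, were chosen after their values were seen. A fold against a group with at most 3 fragments in each library is given as a lower bound.

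Members of 9 gene sets were listed by hand: photosynthesis antenna proteins, photosynthesis, carbon fixation, nitrogen metabolism, zeatin biosynthesis, pentose phosphate pathway, glyoxylate and dicarboxylate metabolism, shoot epidermis and Al-inducible genes. The sets were tested with camera at an inter-gene correlation of 0.01, with fry beside it, and adjusted over the 9 sets. The lists, the main test, the naming rule and the alternatives of this paragraph were set before the data were examined. The alternatives were pseudocounts of 0.1 and 1, no filter on low values, a mean FPKM of at least 1, quantile normalization, median-ratio scaling, a fit to only the libraries of the groups compared, the replicate number as a block, variances without a trend, an adjusted p of at most 0.05 alone, the log2 ratio of mean FPKM, fry, and leaving out each replicate in turn.

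Limma voom on the recovered fragments, a test of fragments summed over replicates (pooled-fragment MA test) and the motif counts were added after the data had been seen. The pooled test takes the binomial variance of the summed fragments and no variation between replicates. CATGT was counted on either strand in the 2000 bp and the 1000 bp upstream of the annotated gene start and compared with 10000 random lists of tested genes, also with lists drawn from the 200 genes nearest in GC content.

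The tests were run on simulated data with the depth of these libraries. The spread of each gene was the larger of its own estimate between replicates and the trend over genes. It was thus at or above the gene's own estimate, and false calls of the pooled test may be overstated. Changed genes were drawn from those with a mean of at least 20 fragments, and changes smaller than 2 on the log2 scale were not simulated. Of 199 genes changed by 2 on the log2 scale among 20782 tested, voom recovered 177 with 5 false calls and the pooled test 197 with 646 false calls. Without a simulated change, the pooled test made 648 calls among 20747 genes. In 50 simulations without a change, 6.22% of 450 camera tests had an unadjusted p under 0.05. The simulated genes were drawn independently of each other, so this share does not cover sets whose genes vary together between libraries.

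Replicate numbers recur between groups. Residuals of libraries with the same number correlated from -0.247 to 0.286, and the main test did not pair them. This does not exclude an effect shared by fewer genes. Control replicate 1 was lowest for the Al-inducible set (WT 4.22 against 5.68 and 5.86, OX 4.67 against 6.06 and 6.10, mean log2). It was highest for the 13 Fig. 5C genes plotted as lower (WT 1.74, OX 1.12). Under Al, replicate 1 lay at opposite ends in WT and OX for both lists. Pairing in the control groups therefore stays open. With the replicate block, the Fig. 5C count over the list alone was 5 instead of 1. The results were also computed on other splits of the libraries, all 10 for 2 groups of 3 and 100 random groupings for the interaction. The expression of *GmNTL4*, read alignments, the qRT-PCR values and an enrichment over whole pathway databases were not analysed here.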

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

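The test of the library totals, the comparison of libraries by a score of Al-responsive genes and the reading of the split of the WT libraries were chosen only after the results had been seen.

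The paper reports the comparison of OX with WT roots under Al, and 3 further comparisons of the same 12 libraries gave called genes. In control roots, 9 genes were called between OX and WT, 7 higher and 2 lower in OX (limma, Benjamini-Hochberg), with 979 genes at an unadjusted p under 0.05 against 1039 by chance, and 1630 genes (7.85%) without overlap between the groups against 10% by chance. The largest rises were in *QQS* (AT3G30720, log2 fold change 3.55, adjusted p = 0.00681) and AT2G01422 (3.14, adjusted p = 0.00138), where all 3 OX libraries lay above all 3 WT libraries. *MEE65* (AT2G01280) fell by 1.75 on the log2 scale (adjusted p = 0.0224), and AT1G64795, without a fragment in the OX libraries, was at least 2.62-fold lower (adjusted p = 0.00676), both in 3 of 3 OX libraries. Of the 9 genes, 5 were also among the 8 called under Al, in the same direction. Of the 10 splits of the 6 control libraries, 1 gave as many called genes, the real one, and the other splits gave 0. With 3 libraries against 3 that share can never be under 0.1. Across the 6 fits that each left out 1 library, 1 to 7 genes were called higher and 0 to 2 lower, with 1 higher without WT control replicate 3 or OX control replicate 3 and 0 lower without OX control replicate 3. The call of AT2G01422 held in all 6, that of *QQS* in 4 (lost without WT control replicate 3, adjusted p = 0.0654, or OX control replicate 3), that of AT1G64795 in 5 (lost without OX control replicate 3, adjusted p = 0.0595) and that of *MEE65* only without WT control replicate 1 (highest adjusted p 0.144, without WT control replicate 3). The overexpression of *GmNTL4* and a difference in the genome between the lines stay open as explanations, and the second is weighed under the other observations.

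Al was followed by 69 called genes in WT roots, 34 higher and 35 lower, and by 179 in OX roots, 59 higher and 120 lower (limma, Benjamini-Hochberg). Of these, 34 genes were called in both genotypes, all in the same direction. In WT, the largest changes were the rises of AT3G56891 (log2 fold change 3.74, adjusted p = 0.0207) and AT2G14095 (3.19, adjusted p = 0.0294) and the falls of AT4G07820 (-3.19, adjusted p = 0.0437) and AT3G03670 (-2.58, adjusted p = 0.0441). In OX, they were the rises of AT3G13630 (4.19, adjusted p = 0.0469) and AT5G38910 (4.00, adjusted p = 0.00652) and the falls of AT4G21250 (-3.49, adjusted p = 0.0337) and *NRT2:1* (AT1G08090, -3.26, adjusted p = 0.0190). For each of these genes, all 3 Al libraries lay on one side of all 3 control libraries. Most of these calls depend on single libraries. Of the 6 fits that each left out 1 library, the call held in 3 for AT3G56891 (adjusted p = 0.0983 without WT Al replicate 2), and in 1 each for AT2G14095, AT4G07820 and AT3G03670 (adjusted p = 0.125, 0.188 and 0.189 without WT control replicate 3). In OX it held in 1 for AT3G13630 and AT4G21250, in 5 for AT5G38910 and in 2 for *NRT2:1* (adjusted p = 0.236, 0.187, 0.0545 and 0.114 without OX Al replicate 2).

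The larger number of called genes in OX than in WT is not shown to be a difference between the genotypes, since the interaction of genotype and Al was called for 0 genes (smallest adjusted p 0.913), with 1035 genes at an unadjusted p under 0.05. With a count of 0, all 100 of 100 groupings of the libraries give at least as many whatever the data, so the groupings decide nothing here. The number in OX also rests on single libraries: without OX Al replicate 2, 2 genes were called higher and 1 lower, and without OX Al replicate 1, 225 and 265. In WT, no gene was called higher (0) or lower (0) without WT Al replicate 1, and none lower (0) without WT control replicate 3. A difference in library size is argued against as the cause of the larger number in OX, since with every library drawn at random to the smallest total, 166 to 180 genes were called by Al in OX and 65 to 72 in WT over 20 draws. Of the 10 splits of the OX libraries, 1 gave as many called genes, the real one, and the others gave 0.

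In WT, 2 of the 10 splits of the libraries gave as many called genes. The other one set WT control replicate 1 with WT Al replicates 2 and 3 against the remaining libraries and gave 133 genes, of which 133 were higher in the first side and 0 were called between Al and control. Of the 133, 53 belong to the 86 tested genes of photosynthesis, antenna proteins, carbon fixation or glyoxylate and dicarboxylate metabolism. An exchange of the labels of WT control replicate 1 and WT Al replicate 1 is argued against, since on the genes called for Al in OX the score of WT Al replicate 1 was above that of WT control replicate 1 by 2.35. What sets these 3 libraries apart stays open. The splits alone cannot give a share under 0.1, but a grouping of the WT libraries unrelated to Al is argued against for the response as a whole. On the 179 genes called for Al in OX, the scores were 0.29, 0.25 and -0.11 in the WT Al libraries and -2.06, -1.72 and -1.78 in the WT control libraries, with a smallest gap of 1.61 against a widest range within a group of 0.40. This test does not decide which of the 69 genes respond to Al, of which 34 were also called in OX.

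The shoot epidermis set was called for a difference between the genotypes in its change with Al, with a median interaction of 0.60 on the log2 scale over 8 genes, all 8 above 0 (adjusted p = 0.00310, camera in limma). It was not called by fry (adjusted p = 0.516). The adjusted p was 0.00161 to 0.516 over the 9 other settings. Without OX control replicate 1, the median was 0.41 (adjusted p = 0.0579), and over the 12 fits that each left out 1 library it was 0.39 to 0.84. A result as large came from 4 of 100 groupings of the 12 libraries. In OX roots the set rose with Al by a median of 0.72 (8 of 8 genes, adjusted p = 0.000338 by camera and 0.0396 by fry), and in WT roots by 0.12 (6 of 8 genes, adjusted p = 0.670 by camera). Of the 12 genes listed, 7 had a mean of at least 1 FPKM in WT control roots, so the set is no marker of shoot tissue in these libraries. An effect of the genotype on these genes under Al and a different share of tissue in the OX libraries both stay open.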

How the results depend on the processing

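The voom and pooled-fragment settings were chosen only after the data had been seen.

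For OX against WT under Al, the 6 genes called higher became 3 with the replicate block and 10 with eBayes without trend. The 2 called lower became 1 without a filter on low values, with a mean FPKM of at least 1, with quantile normalization, with the replicate block and with voom, and 0 with only the libraries of the groups compared, where fewer libraries set the variance. The pooled-fragment MA test, which leaves out the variation between replicates by construction, gave 313 and 506 genes with the main filter and 197 and 320 with a mean FPKM of at least 0.5 in both groups. Leaving out 1 library gave 1 to 6 genes higher and 0 to 3 lower, with 1 and 0 without OX Al replicate 2 or 3.

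None of the 17 genes of Fig. 5C was called over all genes (0) under the 10 alternatives set in advance, with voom or in the 6 fits that each left out 1 library, with 7 at an unadjusted p under 0.05 in the main setting. The pooled test called 17 with the main filter and 11 with the mean FPKM limit. Adjusted over the list alone, the count of 1 became 2 with pseudocount 1, with a mean FPKM of at least 1 and with quantile normalization, 6 with only the libraries of the groups compared, 5 with the replicate block and 17 and 11 with the pooled test. It was 1 to 4 with 1 library left out, the most without WT Al replicate 1. Their direction was the same under each alternative that gave a value. With a mean FPKM of at least 1, only 10 of them had a value.

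For OX against WT in control, the 7 genes called higher became 3 with pseudocount 1, without a filter, with a mean FPKM of at least 1 and with eBayes without trend, 1 with the replicate block, 2 with voom, 0 with only the libraries of the groups compared, and 383 and 231 with the pooled test. The 2 called lower became 1 with the replicate block, 0 with a mean FPKM of at least 1, with only the libraries of the groups compared and with voom, and 336 and 185 with the pooled test. With 1 library left out, 1 to 7 were higher and 0 to 2 lower. At an unadjusted p under 0.05 there were 979 genes in the main setting.

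For Al in WT, the 34 higher genes became 19 without a filter and with voom, and 751 and 500 with the pooled test, and ranged from 0 (without WT Al replicate 1) to 51 with 1 library left out. The 35 lower genes became 19 without a filter, 15 with only the libraries of the groups compared, and 418 and 281 with the pooled test, and ranged from 0 (without WT control replicate 3 or WT Al replicate 1) to 41. For Al in OX, the 59 higher genes became 11 with only the libraries of the groups compared, 39 with voom, and 671 and 478 with the pooled test, and ranged from 2 to 225. The 120 lower genes became 28 with only the libraries of the groups compared, and 626 and 445 with the pooled test, and ranged from 1 to 265. Both were lowest without OX Al replicate 2 and highest without OX Al replicate 1. The interaction had 1 called gene without a filter and with eBayes without trend, and 0 in the 12 fits that each left out 1 library, where the main setting had 1035 genes at an unadjusted p under 0.05.

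Under fry, which takes the correlation between genes from the libraries, these sets were no longer called for OX against WT under Al: antenna proteins (-1.08, adjusted p = 0.298), photosynthesis (-0.80, adjusted p = 0.286), carbon fixation (-0.98, adjusted p = 0.228), zeatin biosynthesis (-0.32, adjusted p = 0.228), the pentose phosphate pathway (-0.24, adjusted p = 0.228), glyoxylate and dicarboxylate metabolism (-0.64, adjusted p = 0.232) and shoot epidermis (0.30, adjusted p = 0.228). Nor was the interaction of shoot epidermis (0.60, adjusted p = 0.516). Nitrogen metabolism passed with quantile normalization (-0.22, adjusted p = 0.0496), and Al-inducible genes passed with only the libraries of the groups compared (0.24, adjusted p = 0.0427). Zeatin biosynthesis did not pass without a filter (-0.26, adjusted p = 0.0583) or with a mean FPKM of at least 1 (-0.21, adjusted p = 0.0770), nor shoot epidermis without a filter (0.19, adjusted p = 0.0503). Over the 10 alternatives, the adjusted p ranged from 0.0496 to 0.435 for nitrogen metabolism, 0.0154 to 0.228 for zeatin biosynthesis, 0.00665 to 0.228 for shoot epidermis and 0.0427 to 0.646 for Al-inducible genes.

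With 1 library left out, the medians ranged from -2.1 to -0.45 for antenna proteins, -1.64 to -0.44 for photosynthesis, -1.96 to -0.34 for carbon fixation, -0.87 to -0.36 for glyoxylate and dicarboxylate metabolism, -0.33 to -0.14 for the pentose phosphate pathway, -0.59 to -0.065 for zeatin biosynthesis, -0.21 to -0.03 for nitrogen metabolism, 0.22 to 0.47 for shoot epidermis and 0.16 to 0.36 for Al-inducible genes, and from 0.39 to 0.84 for the interaction of shoot epidermis. Antenna proteins, photosynthesis and carbon fixation were strongest without WT Al replicate 1.

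The direction changed for genes near 0 only. *DTX30* (AT5G38030, -0.01 in the main setting) was 0.025 with quantile normalization, 0.022 with median-ratio scaling and 0.021 with both settings of the pooled test, and -0.18 to 0.18 with 1 library left out. With 1 library left out, *XTH14* ranged from -0.10 to 0.25, *XTH15* from -0.45 to 0.11, *XTH31* from -0.10 to 0.38 and *EF1-alpha* (AT5G60390) from -0.055 to 0.11. Counted together, the named genes and the shoot epidermis interaction kept direction and status, called or not, in 462 comparisons with another setting. A call was lost in 46 and gained in 32, and the direction was reversed in 4. With 1 library left out, these counts were 211, 62, 0 and 9. The 462 include genes called in neither setting and 17 log2 ratios of mean FPKM, which carry no test. The number of CATGT motifs was above that of random lists within 1000 bp (mean 4.18), against lists matched on GC content and without AT2G43890 (6.50 within 2000 bp and 3.56 within 1000 bp). Apart from the settings whose construction is given, the cause was not tested. *ALMT12*, with 5 to 40 fragments per Al library, was -0.78 in the main setting and from -1.66 to -0.52 over the 9 alternatives. Both ends go with the pseudocount: -1.66 is the log2 ratio of mean FPKM without one, and -0.52 is with pseudocount 1. With the pseudocount kept at 0.5 it was -0.78 to -0.72. An effect of depth on this gene was not tested.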

Differences from the paper's values

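The settings of the pooled-fragment MA test, which sums fragments over replicates, were chosen only after the values had been seen, and the other alternatives were set before the data were examined.

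The paper's counts of genes under Al are 213 higher and 304 lower in OX than in WT roots, 517 in total. Here 6 were higher and 2 lower, 8 in total (limma, Benjamini-Hochberg), and none of the alternatives set before the data were examined closed the gap, with 1 to 10 higher and 0 to 3 lower, the fits that each left out 1 library included. The pooled-fragment MA test, chosen after seeing the values, was run with 6 filters and 2 limits on the adjusted p. At 0.05 it called 433 and 754 genes among all genes, 313 and 506 with the main filter, 197 and 320 with a mean FPKM of at least 0.5 in both groups, 325 and 534 with 0.5 in either group, 142 and 210 with 1 in both groups, and 247 and 411 with 1 in either group. At 0.001 the counts were 259 and 508, 233 and 430, 172 and 300, 249 and 457, 134 and 203, and 211 and 381. With 0.5 in both groups at 0.05 the total was 517, the paper's total, but with 197 and 320 in place of 213 and 304. This test calls 648 genes in simulated data without a change, where the spread of each gene was at or above its own estimate.

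Fig. 5C plots log2 ratios, read here by eye. For 11 of the 17 genes they lie within the replicate spread of the main values, and for 6 they do not. On the scale of the log2 ratio of mean FPKM without a pseudocount, 0 of the 17 differ, with a largest gap of 0.0938. The paper's *DTX15* is about 1.1 in Fig. 5C, against 0.64 here, 1.05 as log2 ratio of mean FPKM, 1.00 with pseudocount 0.1, 0.76 without WT Al replicate 3 and 0.75 without OX Al replicate 1. The paper's *ALMT12* is about -1.6, against -0.78 here, -1.66 as ratio and -1.35 with pseudocount 0.1. The paper's *XTH33* is about -1.7, against -0.86 here, -1.71 as ratio, -1.44 with pseudocount 0.1 and -1.13 without WT Al replicate 2. The paper's *CSLB5* is about -1.9, against -0.66 here, -1.92 as ratio and -1.17 with pseudocount 0.1. The paper's AT2G43880 is about -2.2, against -1.09 here, -2.23 as ratio, -1.8 with pseudocount 0.1, -1.53 without WT Al replicate 2 and -1.38 without OX Al replicate 3. The paper's AT2G43890 is about -2.5, against -0.79 here and -2.58 as ratio. The other alternatives set before the data were examined did not close these gaps, and a mean FPKM of at least 1 gave no value for these 6 genes.

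The paper counts the genes of Fig. 5C as differentially expressed, and for several of them it also reports qRT-PCR similar to its RNA-seq, which was not analysed here. Here 0 of the 17 were called over all genes, with 7 at an unadjusted p under 0.05, and 6 had a log2 fold change below 1 in size. Adjusted over the list alone, 1 was called, 2 with pseudocount 1, with a mean FPKM of at least 1 or with quantile normalization, 5 with the replicate block, 6 with only the libraries of the groups compared, and 4 without WT Al replicate 1. The study chose the list on these libraries, so these counts are not independent evidence. The pooled-fragment MA test, chosen after seeing the values, called 17 of them among all genes, with the main filter and with 0.5 FPKM in either group, 11 with 0.5 in both groups, 14 with 1 in either group and 5 with 1 in both groups, the same numbers at both limits.

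The paper names nitrogen metabolism among the processes of its differentially expressed genes, from KEGG and GO analysis. Here its median log2 fold change was -0.15 over 18 genes, 10 of them lower (adjusted p = 0.293, camera in limma), and it passed the limit with quantile normalization (-0.22, adjusted p = 0.0496, in a range of 0.0496 to 0.435 over the alternatives). Camera tests for a shift of the hand-listed genes in one direction, where opposite changes can cancel. It is not the paper's measure, so a difference between the results is not shown. The paper's text gives the name *DTX13* to AT2G33160, while Fig. 5C gives it to AT1G15180.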

Other observations

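The tests on the position of called genes, on the shared variation of the Fig. 5C genes, on library labels, on single WT libraries and on the pooled-fragment MA test were chosen only after the results had been seen.

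Photosynthesis genes were lower in OX than in WT roots under Al, and by camera also in control roots, with medians of -0.56 for photosynthesis (30 of 33 genes, adjusted p = 9.16e-05), -0.77 for antenna proteins (17 of 17, adjusted p = 0.00107) and -0.40 for carbon fixation (17 of 19, adjusted p = 0.0181), and none by fry (adjusted p = 0.759). The mean log2(FPKM + 0.5) of the photosynthesis genes was 1.91 to 2.57 in the 6 OX libraries. In WT it was 3.71, 2.36 and 1.77 in control replicates 1, 2 and 3. One genotype effect shared by every WT library is argued against, since 3 of the 6 WT libraries lay within or below the range of the OX libraries. A larger share of shoot tissue in some libraries may raise these genes. Their deviations from the group means correlated with those of the shoot epidermis genes at r = 0.352 over 12 libraries (permutation test, p = 0.376), with a rank correlation of 0.273 (p = 0.481) and r = 0.156 without the 2 farthest libraries. This leaves it open, because 7 of the 12 shoot epidermis genes listed are expressed in WT control roots at a mean of at least 1 FPKM and a small share of shoot tissue could be hidden.

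Other splits of the 6 Al libraries gave as extreme a camera result for these sets: 4 of 10 for antenna proteins, 4 of 10 for photosynthesis, 4 of 10 for carbon fixation, 5 of 10 for nitrogen metabolism, 4 of 10 for zeatin biosynthesis, 3 of 10 for the pentose phosphate pathway and 4 of 10 for glyoxylate and dicarboxylate metabolism, the real split included. For the genes called between OX and WT under Al it was 1 of 10, where the other splits gave 0, and for the Fig. 5C genes adjusted over the list alone 1 of 10. A share under 0.1 is not possible with these 10 splits.

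The set of shoot epidermis genes was higher in OX than in WT roots under Al, with a median of 0.30 (8 of 8 genes, adjusted p = 0.0111, camera in limma), and 2 of 10 splits gave as extreme a result. It did not pass without WT Al replicate 1 (0.24, adjusted p = 0.0695). The Al-inducible set had a median of 0.24 (4 of 6 genes, adjusted p = 0.332, camera), with 4 of 10 splits as extreme. *ALS3* (AT2G37330) had a log2 fold change of 0.90 (SE 0.63, adjusted p = 0.615, limma), with all 3 OX libraries above all 3 WT libraries. Its SE is from all 12 libraries and is widened by the low control replicate 1 of both genotypes.

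*ALMT1*, *MATE* and *ALS3* were lowest in control replicate 1 of both genotypes. Exchanged labels of control replicates 2 and 3 with Al libraries are argued against: in a score of the genes called for Al in the other genotype, each Al library lay above control replicates 2 and 3, with a smallest gap of 1.45. What lowers these genes in control replicate 1, or raises them in replicates 2 and 3, stays open, and no biological explanation was tested.

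The 12 genes called between the genotypes, under Al or in control, may lie near each other on the chromosomes of TAIR10.1. Of their pairs, 4 lay within 1 Mb, against a mean of 1.27 in 10000 random lists of 12 tested genes (permutation test, p = 0.0436). *MEE65*, AT2G01422 and *PP2-B1* (AT2G02230) lie in the first 1 Mb of chromosome 2, and AT5G13200 and AT5G13880 make up the other pair, on chromosome 5. A candidate explanation is a chromosome segment that differs between the lines, from the transformation or from the parent plants. The test was chosen on the same genes, and an effect of *GmNTL4* on neighbouring genes stays open.

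The 13 genes of Fig. 5C plotted as lower in OX may have one shared source of variation between libraries that is not the genotype. The mean correlation of their deviations from the group means was 0.593, against a median of 0.0257 in 10000 random lists matched on mean and spread (permutation test, p = 0.0001, the smallest that these lists can give). The study picked the genes on these libraries, which can raise this value.

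The genes called by the pooled-fragment MA test may come from variation between replicates read as a difference between the groups. The 9 splits that mix the genotypes gave 344 to 728 called genes, with a median of 509, and the real split gave 819. As many came from 0 of the 9, so part of the 819 genes could reflect the genotype, and the shares cannot be told apart with 10 splits.

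Genes that the paper names elsewhere had small differences between OX and WT roots under Al, none called (limma, Benjamini-Hochberg). The log2 fold change was -0.01 for *DTX30* (AT5G38030, adjusted p = 0.992), 0.10 for *XTH14* (AT4G25820, adjusted p = 0.919), -0.08 for *XTH15* (AT4G14130, adjusted p = 0.940), 0.14 for *XTH31* (AT3G44990, adjusted p = 0.861) and 0.02 for *EF1-alpha* (AT5G60390, adjusted p = 0.983), each with overlapping OX and WT libraries. In control roots, *XTH14* was higher in every OX than in every WT library (log2 fold change 1.03, adjusted p = 0.544, limma). *DTX30* was lower in every OX library there (-0.47, adjusted p = 0.768, limma). Neither was called, and the libraries overlapped in control roots for *XTH15*, *XTH31* and *EF1-alpha*.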
